A study of Mus musculus with 8 samples. Its data were reported in "Direct conversion of cardiac fibroblasts into endothelial-like cells using Sox17 and Erg" (2024).

How the data were processed

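Adult mouse cardiac fibroblasts infected with retrovirus carrying Sox17, Erg and GFP (SEG) or GFP alone were collected at Day 3, at Day 7, after 2 weeks and after 4 weeks. Per the labels, cells of each condition were marked with multiplexing oligos (301 and 302 for GFP, 303 and 304 for SEG), pooled and loaded as 1 library per time point with the 10x Genomics 3' kit v3.1. The authors converted reads with bcl2fastq 2.20.0 and counted them with Cell Ranger 7.1.0 against mm10. The deposited matrices hold UMI counts of 32285 genes and of the oligos for every barcode with at least 1 UMI, 7571676 barcodes over the 4 libraries, before cell calling and filtering. The counts were whole numbers with no normalization. The study's other assays were not analysed here.

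A barcode was called a cell when its gene UMIs reached the 99th percentile of the 3000 highest totals of its library divided by 10, with a floor of 500, which gave thresholds from 6785.54 to 9602.713 UMIs. Cells with over 200 genes and under 25% mitochondrial UMIs were kept, as in the study's methods. For each oligo and library a Gaussian mixture of 2 components was fitted to log10 counts, and a cell was positive at a posterior over 0.9. Cells positive for oligos of 1 condition were assigned to it. The 481 cells positive for both conditions and the 11935 cells positive for none (42.3% of those kept) were left out. Of the assigned cells, 98.6% carried 1 oligo.

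UMI counts of each condition and time point were summed, which gave 8 sums. A CPM is a gene's count scaled to the total of its sum. The main comparison used the edgeR 4.0.16 quasi-likelihood test with TMM normalization, filterByExpr, time point as a block, 3 residual degrees of freedom and Benjamini-Hochberg adjustment over the genes tested. GFP and SEG cells of a time point share a library, so the pairs come from the design. The change of the SEG to GFP difference with log2 days was tested in the same way with 2 residual degrees of freedom. SEG cells with at least 1 UMI of Sox17 or Erg (construct-positive) were compared with SEG cells with none (construct-negative), and these with GFP cells with none, by the same test on sums per time point. Single time points have 1 pool per condition, so they are given as CPM with exact Poisson intervals. No group holds 4 or more samples under the same condition and time point, so no outlier test was applied.

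The 22 gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with an estimated correlation and with fry. A gene list has its counts over all genes tested and adjusted over the list alone. Named genes are the 8 with the largest log2 fold change in each direction among those with an adjusted p under 0.05, a mean over 30 CPM and the same sign in 4 of 4 time points, without Sox17, Erg, predicted, ribosomal and mitochondrial genes. For the slope and the construct tests the rule takes 5 in each direction, and no gene met it for the slope. The genes that the study names and the most abundant members of each list that passed and that did not were added. These rules, the lists, the tests and most alternatives were fixed before the data were examined. Single genes named outside the rule are marked as such.

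The share of cells with at least 1 UMI of both Cdh5 and Pecam1 was computed before and after thinning each cell to 2000 UMIs, with exact binomial intervals and an exact sign-flip permutation over the 4 time points. Cells were clustered with Scanpy 1.11.5 (10000 counts per cell, 2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.5) without batch correction. A cluster was named after a cell type when at least 3 of its fixed markers were 2 times higher than in the other cells and present in 25% of its cells. Free RNA was read from barcodes of at most 100 UMIs. Coordinates come from the GENCODE annotation of mm10, counted from 1.

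Alternatives were DESeq2 1.42.0 size factors and its Wald test, no filter beyond 1 count, no block, leaving out each time point, other thresholds for cells and mitochondrial UMIs, other rules for conditions and doublets, leaving out clusters of other types, sums per oligo, thinning to 2000 UMIs, at least 3 construct UMIs and other cluster settings. The edgeR tests were tested on simulated data built from these sums, where they found 88% of genes changed by a log2 of 1 in the SEG and GFP comparison, with 4.12% false calls, and 93% for the slope, with 2.03% false calls. Only 200 of 15760 simulated genes were changed in the first case and 200 of 15766 for the slope. In the real data 5854 genes were called between SEG and GFP and 1 for the slope. The simulated rates therefore need not hold for the real data. The common dispersion was 0.0312 for the main comparison. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and R 4.3.3, and figures with matplotlib 3.10.9.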

Results

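Adult mouse cardiac fibroblasts were infected with a retrovirus carrying Sox17, Erg and GFP (SEG) or GFP alone and collected in 4 libraries, at Day 3, at Day 7, after 2 weeks and after 4 weeks. Sox17 and Erg are transcription factors of the endothelium, and the study asked how heterogeneous the induced endothelial cells (iECs) made from adult fibroblasts are and how this changes with their age. Single-cell RNA was counted as unique molecular identifiers (UMIs) in 1 library per time point, in which GFP and SEG cells carried different multiplexing oligos. The 4 libraries held 28274 barcodes above the UMI threshold, of which 28248 passed the filters on genes and mitochondrial UMIs, and the oligos assigned 15832 of these to a condition. The GFP cells numbered 1649 at Day 3, 1221 at Day 7, 1013 at 2 weeks and 1303 at 4 weeks, and the SEG cells 1930, 2905, 2869 and 2942. Their summed gene counts ranged from 22610095 to 43285288 UMIs for GFP and from 43459438 to 103594699 for SEG. The median GFP cell held 23809, 23273, 18658 and 16221 UMIs in time order, against 19367.5, 31553, 30662 and 26779 in SEG. Per the study's methods, replicate cultures were pooled before loading, and the labels do not say whether the 2 oligos of a condition mark separate cultures. Each condition is therefore treated as 1 pool per time point, and the 4 GFP/SEG pairs across time serve as replicates of the difference.

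RNA of the delivered factors followed the oligo labels at every time point. At least 1 UMI of Sox17 or Erg was present in 59.1% of SEG cells at Day 3 (exact binomial 95% interval 56.9 to 61.3), 58.5% at Day 7 (56.7 to 60.3), 55.0% at 2 weeks (53.2 to 56.9) and 51.6% at 4 weeks (49.8 to 53.4). In GFP cells the shares were 2.55%, 3.11%, 3.06% and 4.68%. Erg stood at 59.1, 47.4, 40.6 and 45.0 CPM (UMIs of a gene scaled to the sum of its pool) in SEG and at 1.41, 1.55, 2.30 and 3.58 CPM in GFP, and Sox17 at 11.2, 7.32, 6.22 and 7.35 CPM against 0.185, 0.0931, 0.398 and 0.684. The counts do not separate RNA of the virus from that of the cells' own Sox17 and Erg genes. All intervals given here cover counting error only.

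SEG cells carried an endothelial programme in place of much of the fibroblast programme. Cdh5, Kdr, Pecam1, Emcn and Icam2 were all higher in SEG than in GFP cells at every time point, while Tcf21, Gsn and the secreted proteins Spon1 and Efemp1 were lower. Of the 15991 genes tested, 2674 rose and 3180 fell with SEG (edgeR quasi-likelihood test with time point as a block, Benjamini-Hochberg adjusted p under 0.05). The total of 5854 was 3803 without 2 weeks and 3563 when each cell was thinned to 2000 UMIs. The plot of the genes with the largest changes shows them with those that the study names.

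Sprr2b, Adgrl4, Grin2a and Rasgrp3 had the largest rises among the genes that met the naming rule. Sprr2b, a cornified envelope gene, rose by a log2 fold change of 5.19 (SE 0.25, adjusted p = 0.00011), and Adgrl4, an endothelial adhesion receptor, by 4.57 (SE 0.20, adjusted p = 9.52e-05). Grin2a, a glutamate receptor subunit of neurons, rose by 4.17 (SE 0.51), the Ras activator Rasgrp3 by 4.13 (SE 0.29) and the calcium-binding gene S100g by 4.08 (SE 0.62). The sialomucin Emcn rose by 3.99 (SE 0.28), Wfdc18 by 3.93 (SE 0.25) and the adhesion molecule Icam2 by 3.91 (SE 0.26). Reads of Sprr2b could be shared with close copies in its gene family, so its level is uncertain. In mm10 Sprr2b lies at chromosome 3: 92316620-92318085 and Adgrl4 at chromosome 3: 151437887-151545086 (GENCODE coordinates, counted from 1).

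Slc38a5, Spon1, Ecrg4 and Efemp1 had the largest falls among the genes that met the naming rule. The glutamine transporter Slc38a5 (log2 -3.36, SE 0.15, adjusted p = 9.52e-05), Spon1 (-3.16, SE 0.24), Ecrg4 (-3.14, SE 0.25) and Efemp1 (-3.14, SE 0.27) each fell. The matrix protease Mmp3 (-3.11, SE 0.22), the stem cell antigen Ly6a (-3.07, SE 0.32), the growth arrest gene Gas1 (-3.05, SE 0.18) and the actin-severing gene Gsn (-3.04, SE 0.28) followed. Each of these 16 genes moved in its direction in 4 of 4 time points, a condition of the rule that picked them. Ly6a belongs to a family of close copies and its level is uncertain. Slc38a5 lies at chromosome X: 8271133-8280179.

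Among the genes that the study names, most of the endothelial and arterial ones rose. Cdh5 (VE-cadherin) rose by 3.83 (SE 0.29), Kdr (VEGFR2) by 3.75 (SE 0.23), Pecam1 by 3.58 (SE 0.19), Egfl7 by 3.11 (SE 0.13) and Vwf by 2.63 (SE 0.13). The arterial connexins Gja5 and Gja4 rose by 3.82 (SE 0.26) and 2.62 (SE 0.22), the Notch ligand Dll4 by 3.38 (SE 0.33), its receptor Notch1 by 1.40 (SE 0.11) and the Notch target Hey1 by 3.18 (SE 0.28). Slit2 rose by 2.19, Cav1 by 2.06, Tek by 0.87, Flt4 by 0.71 and Elk3 by 0.70. The fibroblast genes Tcf21 (-2.10, SE 0.11) and Thy1 (-0.57, SE 0.18, adjusted p = 0.0466) fell, as did the ETS factors Fli1 (-0.59) and Ets1 (-0.51). Igfbp3 (1.23, SE 0.55, adjusted p = 0.129), Hpgd (0.21), Nr2f2 (0.13) and Cdk1 (0.06) did not pass. The Thy1 call was lost in 8 of the alternatives described in the closing section, including without Day 3 (log2 -0.37) and without Day 7 (-0.49), with adjusted p from 0.000279 to 0.220 over all of them. The Fli1 call was lost without 2 weeks (-0.52). The Flt4 call was lost without the time block and after thinning each cell to 2000 UMIs, and the Tek and Vwf calls without the block. Cdh5 lies at chromosome 8: 104101625-104144511, Pecam1 at 11: 106654217-106750628 and Tcf21 at 10: 22817281-22820174.

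Pan-endothelial and arterial genes rose as groups. Of 33 pan-endothelial genes tested, 27 rose, among them Ecscr (2.81) and Cdh5, 3 fell and 3 did not pass, including Cd34 (-1.25) and Plvap (-0.60). Adjusted over the list alone, 27 rose and 5 fell (camera adjusted p = 3.37e-28, adjusted p = 0.0815 with an estimated correlation). Of 24 arterial genes 18 rose, with Ltbp4 (1.78) and Fbln5 (1.86), 2 fell and 4 did not pass, with Igfbp3 and Unc5b (0.18) among these. Adjusted over the list alone the arterial counts were again 18 and 2 (camera adjusted p = 3.09e-16, adjusted p = 0.145 with an estimated correlation).

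Venous and lymphatic genes moved in both directions. Vcam1 (1.12) was 1 of 3 that rose and Pdpn (-0.91) 1 of 3 that fell, while 4 did not pass, with Nr2f2 (0.13) and Selp (0.44) among them. Adjusted over the list alone, 4 rose and 3 fell (camera adjusted p = 0.996). The list's median was 0.24 and its mean -0.05, so these differ in sign, and its summed CPM in SEG relative to GFP was 1.60, 1.70, 2.01 and 1.56 in time order.

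Fibroblast identity genes and interferon response genes fell as groups. Of 24 fibroblast genes 16 fell, led in abundance by Gsn and Dcn (-2.69), 3 rose and 5 did not pass, with Postn (-0.28) and Twist1 (0.19) among these. Adjusted over the list alone, 4 rose and 16 fell (camera adjusted p = 2.43e-09, adjusted p = 0.145 with an estimated correlation). Of 22 interferon response genes 21 fell, with Ifi27l2a (-1.38) and Isg15 (-1.14), and Bst2 (-0.51) did not pass. Adjusted over the list alone all 22 fell (camera adjusted p = 1.62e-19, adjusted p = 0.246 with an estimated correlation). The summed CPM of the interferon list was 1866, 9299, 9113 and 7364 in GFP in time order. In SEG it was 1077, 3455, 3937 and 2909. The sum was thus higher after Day 3 in both conditions, which was not tested, and lower in SEG at each time point. Ifi27l2a shares sequence with a neighbouring copy, which makes its level uncertain.

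Matrix, cytokine and mesothelial genes fell in part. Of 25 collagen and matrix genes 10 fell, with Bgn (-1.03) and Col3a1 (-1.34), 2 rose and 13 did not pass, with Sparc (0.51) and Col1a2 (-0.38), and the counts were 2 and 10 adjusted over the list alone (camera adjusted p = 0.000604, adjusted p = 0.433 with an estimated correlation). Of 20 cytokine and chemokine genes 11 fell, with Mmp3 and Csf1 (-1.71), 4 rose and 5 did not pass, with Cxcl10 (-0.74), and these were 4 and 11 adjusted over the list alone (camera adjusted p = 0.000492, adjusted p = 0.167 with an estimated correlation). Of 13 mesothelial and epicardial genes 10 fell, with Ezr (-1.34), Gpm6a (2.40) rose and 2 did not pass, with Krt18 (0.20), and 1 rose and 11 fell adjusted over the list alone (camera adjusted p = 7.05e-09, adjusted p = 0.145 with an estimated correlation). The summed CPM of the matrix list in SEG relative to GFP was 0.598, 0.872, 1.07 and 0.951 in time order. Its sum was thus lower in SEG at Day 3, Day 7 and 4 weeks and higher at 2 weeks. The summed CPM of the mesothelial list in SEG relative to GFP was 0.402, 1.05, 1.38 and 2.13 in time order, so its sum was higher in SEG at 3 of 4 time points. Mesothelial-like cells made up 7.58% of GFP and 1.14% of SEG cells at Day 3 and a smaller share of SEG than of GFP cells at each later time point.

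Mural genes, those of pericytes and vascular smooth muscle, rose. Of 10 tested, 7 rose, with Notch3 (1.03) and Mcam (3.06), 2 fell and Ndufa4l2 (-0.06) did not pass, with 7 and 2 adjusted over the list alone (camera adjusted p = 0.00662, adjusted p = 0.376 with an estimated correlation). The contractile list had no camera call (adjusted p = 0.673), although Acta2 (0.92) and Thbs1 (1.20) were among 6 genes of 16 that rose. In it 2 fell and 8 did not pass, with Tagln (0.69) and Ankrd1 (0.02), and 7 rose and 3 fell adjusted over the list alone. The 27 genes that the study names had 19 rises, 4 falls and 4 that did not pass, with 19 and 4 adjusted over the list alone (camera adjusted p = 7.24e-18, adjusted p = 0.145 with an estimated correlation). The study named some of these genes on these samples and others on its other data, so the list is not independent evidence. It also holds Sox17 and Erg, which the virus delivers. No list passed with an estimated correlation, and the plot of gene lists shows all 22.

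The other lists had no camera call, and the calls in S phase genes were mostly falls. Of 42 S phase genes 11 fell, with Pcna (-0.50) and Usp1 (-0.40), 1 rose and 30 did not pass, with Rrm1 (-0.42), and the counts were 1 and 11 adjusted over the list alone (adjusted p = 0.0938). Of 52 G2M genes 3 rose, 3 fell, among them Cbx5 (-0.42) and Smc4 (-0.64), and 46 did not pass, with Tubb4b (-0.17), and adjusted over the list alone 1 rose and 3 fell (adjusted p = 0.38). Of 22 hypoxia and glycolysis genes 4 rose, with Pgk1 (0.40), 10 fell, with Aldoa (-0.49), and 8 did not pass, with Ldha (-0.09), and 4 rose and 11 fell adjusted over the list alone (adjusted p = 0.143). Of 14 cell cycle inhibitors 3 rose, with Mdm2 (0.35), 4 fell, with Cdkn1c (-1.68), and 7 did not pass, with Cdkn1a (0.42), and the list alone gave 4 and 4 (adjusted p = 0.963). Of 16 stress and dissociation genes 3 rose, with Jun (1.08), 7 fell, with Hspb1 (-0.87), and 6 did not pass, with Fos (-0.39), and the list alone gave 3 and 8 (adjusted p = 0.615).

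Further lists mark other lineages and transitions. Of 14 endothelial-to-mesenchymal transition factors 4 rose, with Tgfbr2 (0.36) and Bmp4 (2.03), 3 fell and 7 did not pass, with Vim (0.27) and S100a4 (-0.97), again 4 and 3 adjusted over the list alone (camera adjusted p = 0.689), and its median (-0.06) and mean (-0.02) had the opposite sign to the test's direction. Of 17 macrophage and leukocyte genes Pf4 (-1.21) and Cd14 (-1.26) fell and 15 did not pass, with Lyz2 (0.25), and the list alone gave 2 falls (adjusted p = 0.164). Of 7 haemogenic genes 3 rose, with Mecom (1.87) and Cd44 (0.32), 1 fell and 3 did not pass, with Runx1 (-0.11), likewise 3 and 1 adjusted over the list alone (adjusted p = 0.662). Of 4 definitive endoderm genes 2 rose, with Gata4 (0.54), Gata6 (-0.43) fell and Ttpa (0.01) did not pass, with 2 and 1 adjusted over the list alone (adjusted p = 0.38). Of 5 cardiomyocyte genes 2 rose, with Myoz2 (2.83), Tnnt2 (-1.72) fell and 2 did not pass, with Ttn (0.70), and the list alone gave 2 and 1 (adjusted p = 0.673). The Schwann and neural list had no camera call either. Its summed CPM in SEG relative to GFP was 1.76, 0.935, 0.826 and 0.673 in time order.

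The levels at single time points show what the SEG and GFP pools held, without a test. Cdh5 in SEG stood at 243 CPM at Day 3 (exact Poisson 95% interval 239 to 248), 316 at Day 7 (313 to 320), 378 at 2 weeks (374 to 382) and 643 at 4 weeks (638 to 649). In GFP it stood at 7.97 (7.15 to 8.86), 19.1 (17.6 to 20.7), 30.1 (27.9 to 32.4) and 83.0 (79.4 to 86.6) CPM. Pecam1 stood at 54.3, 56.2, 134 and 301 CPM in SEG and at 2.70, 3.82, 12.9 and 36.8 in GFP. Vwf in SEG stood at 1.29, 6.74, 80.9 and 161 CPM and Kdr in SEG at 138, 67.9, 65.4 and 102. Tcf21 stood at 19.9, 30.5, 30.6 and 30.01 CPM in SEG against 67.6, 131, 115 and 157 in GFP. Thy1 in GFP was 81.0 CPM at Day 3 and 30.5 at 4 weeks, and in SEG 41.4 and 24.96. S100g in SEG was highest at Day 3, with 399.8 CPM against 55.2, 32.2 and 49.7 later. Igfbp3 stood at 499 CPM in SEG and 48.9 in GFP at Day 3, and at 545 and 559 at 4 weeks. The plot of CPM by time point shows that Cdh5 and Pecam1 were higher in later GFP libraries too.

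**Figure D1:**
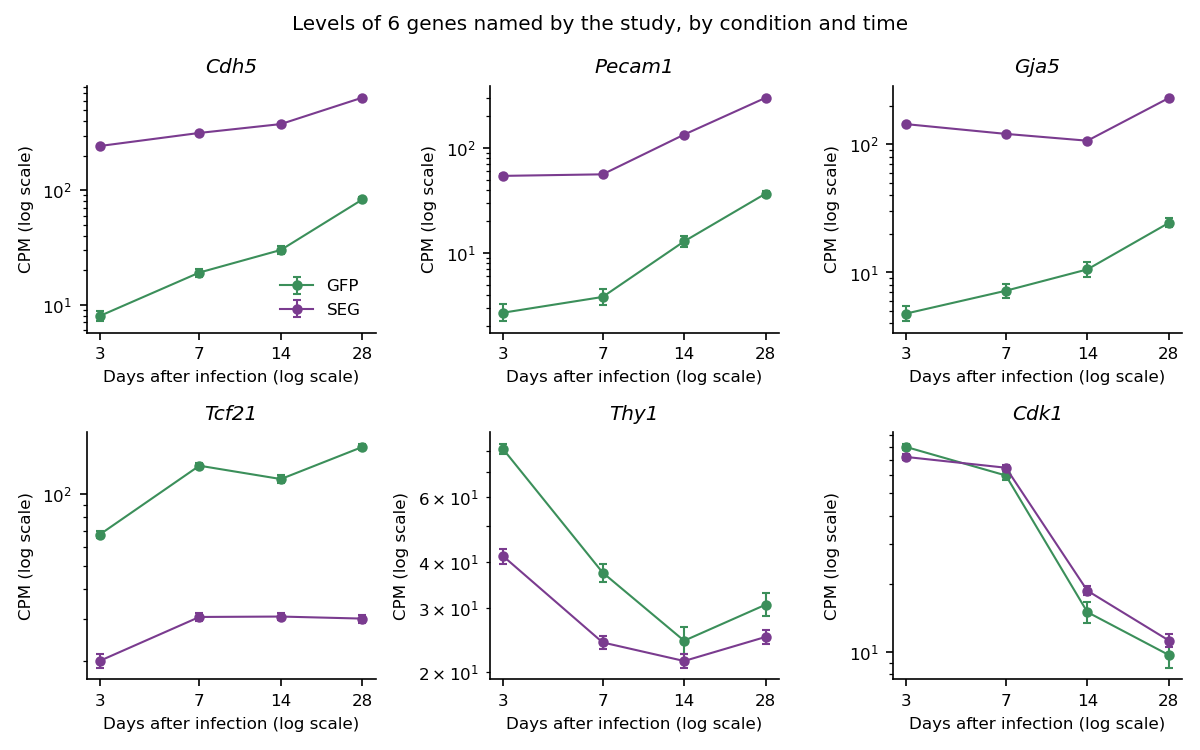
CPM of named genes in GFP and SEG cells at each time point on a log scale, with exact Poisson 95% intervals that cover counting error only. Cdh5 is above GFP in SEG at every time point, with 243 against 7.97 CPM at Day 3 and 643 against 83.0 CPM at 4 weeks.

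Cells with RNA of both Cdh5 and Pecam1, the pair by which the study reads iECs, made up a higher share of SEG than of GFP cells at each time point. After thinning each cell to 2000 UMIs, the share was 4.66% in SEG at Day 3 (exact binomial 95% interval 3.77 to 5.70), 6.92% at Day 7 (6.02 to 7.90), 13.2% at 2 weeks (12.0 to 14.5) and 26.6% at 4 weeks (25.1 to 28.3). In GFP cells it was 0.0606%, 0.0819%, 0.790% and 2.46%, and no cell was too shallow to be thinned. Macrophage-like cells, used as the background although macrophages can carry some Pecam1, gave 2.23% (0.612 to 5.62, 4 of 179 cells) at a median of 17307 UMIs before thinning. The SEG shares from Day 7 on lay above that interval. The SEG share at Day 3 overlapped it but lay above the GFP share of its own library (upper limit 0.337), and the source of the GFP shares is left open. Without thinning the shares were 39.9%, 43.9%, 58.8% and 66.5% in SEG, 1.52%, 2.70%, 5.03% and 8.83% in GFP and 15.6% in macrophage-like cells. The mean difference over the 4 time points was 12.0 percentage points (SD 8.76, n = 4, exact two-sided sign-flip permutation p = 0.13, the smallest that 4 pairs allow), and 7.97 points without 4 weeks.

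**Figure D2:**
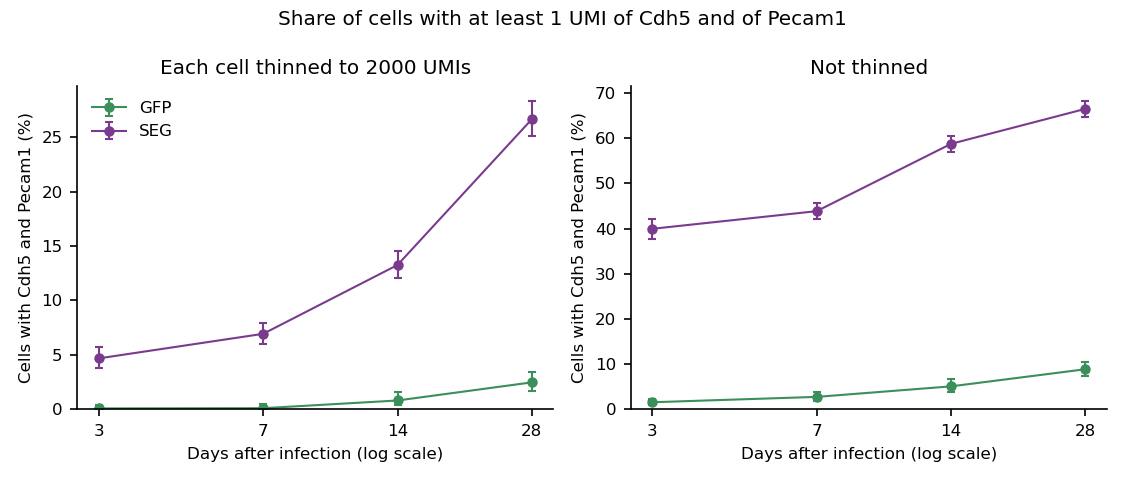
Share of GFP and SEG cells with at least 1 UMI of both Cdh5 and Pecam1 by days after infection (log scale), thinned to 2000 UMIs per cell and not thinned, with exact binomial 95% intervals. The thinned SEG share goes from 4.66% at Day 3 to 26.6% at 4 weeks.

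Clustering of all assigned cells gave 16 clusters, of which 4 were endothelial-like, 5 fibroblast-like, 1 mural-like, 1 mesothelial-like, 1 macrophage-like and 4 stayed unnamed. The endothelial-like clusters held 6947 cells, 71 of them GFP. Cdh5, Pecam1 and Egfl7 were among the defining genes of those with 1828 and 1055 cells. The cluster of 2180 cells was defined by Kdr, Emcn and Ecscr. The cluster of 1884 cells was defined by Egfl7, Emcn, Icam2 and Ecscr, so these latter clusters lacked Cdh5 and Pecam1 among their defining genes. The mural-like cluster, defined by Myh11, Notch3 and Cspg4, held 1487 cells, 95.4% of them SEG. Endothelial-like clusters took 63.1%, 60.6%, 67.8% and 66.4% of SEG cells and 0.182%, 0.409%, 1.18% and 3.91% of GFP cells in time order, a mean difference of 63.0 points (SD 2.66, n = 4), or 41.5 points at a cluster resolution of 1.0. These shares describe how the cells grouped and are not a test, since the genes that set the clusters differ between the conditions.

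The number of genes whose SEG to GFP difference followed time depended on the tool. Negr1, a neuronal adhesion gene, was the only gene of 15991 whose difference changed with log2 days in the edgeR quasi-likelihood test with TMM (slope -1.44 per doubling of days, SE 0.10, adjusted p = 0.0459). It was named after its values were seen, at a mean of 8.92 CPM, below the level asked of named genes. The Negr1 call was lost with DESeq2 size factors in edgeR, which called 0 genes, while the DESeq2 Wald test called 917 and edgeR with no filter 564. The edgeR test with TMM gave 3353 genes at an unadjusted p under 0.05, and leaving out Day 3, Day 7, 2 weeks or 4 weeks in turn gave 471, 2403, 249 or 80 genes, with 1 residual degree of freedom left. G2M genes had the strongest list result, a median slope of 0.41 with 37 rises adjusted over the list alone and none over all genes (camera adjusted p = 4.94e-23, adjusted p = 0.423 with an estimated correlation). The summed G2M genes showed no such course, with log2 ratios of SEG to GFP of -0.14, 0.13, 0.04 and -0.07 in time order, and fry made no call (fry adjusted p = 0.217). Camera called 11 of the 22 lists and none passed with an estimated correlation. Time point, library and source animals cannot be told apart here.

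Within the SEG pool, cells with detected Sox17 or Erg RNA were more endothelial and less matrix-rich than cells without. Kdr rose by 2.09 (log2, SE 0.12), Dll4 by 1.80 (SE 0.13), Gja5 by 1.72 (SE 0.07), Pecam1 by 1.42 (SE 0.06) and Cdh5 by 1.33 (SE 0.06), while the fibroblast genes Tcf21 (-0.84, SE 0.14) and Thy1 (SE 0.15, adjusted p = 8.35e-05) fell. Elk3 rose by 0.69, Notch1 by 0.74 and Hey1 by 1.24. Of 15890 genes tested, 4051 rose and 4182 fell in construct-positive cells (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). A cell with no Sox17 or Erg UMI may still carry the virus, and construct-positive cells were deeper at most time points, with a median of 30613 against 22125 UMIs at 4 weeks. RNA of the cells' own Sox17 and Erg genes also makes a cell construct-positive. The split may therefore select endothelial cells by itself, so it does not test an effect of the construct.

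Among the genes that met the naming rule, S100g had the largest rise and Myh11 the largest fall in construct-positive cells. S100g rose by 3.62 (SE 0.38, adjusted p = 0.00042), Sphkap by 2.82 (SE 0.25), Grin2a by 2.80 (SE 0.21), the sialyltransferase St6galnac3 by 2.78 (SE 0.17) and the potassium channel Kcnma1 by 2.48 (SE 0.14). The smooth muscle myosin Myh11 (-3.46, SE 0.24, adjusted p = 8.85e-05), the mural receptor Notch3 (-3.11, SE 0.09), Fibin (-3.06, SE 0.08), Sntg1 (SE 0.26, adjusted p = 0.000199) and the myosin phosphatase inhibitor Ppp1r14a (-2.96, SE 0.15) fell the most. All 10 moved in their direction in 4 of 4 time points, again a condition of the rule. Myh11 lies at chromosome 16: 14194535-14291372 and Notch3 at 17: 32120820-32166852.

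Collagen and matrix genes fell almost throughout in construct-positive cells. Of 25 tested, 23 fell, with Sparc (-0.29) and Col1a2 (-1.09), Mfap2 rose and Tnc (0.29) did not pass (camera adjusted p = 2.49e-22, adjusted p = 0.0337 with an estimated correlation). Mfap2 was named after its value (0.24) was seen, the Sparc call was lost without Day 7 (-0.22) and without 2 weeks (-0.29), and Tnc passed without Day 3 (0.58). Of 33 pan-endothelial genes 26 rose, with Ecscr (0.99), 3 fell and 4 did not pass, with Flt1 (-0.35, and -0.59 past the threshold without 4 weeks) (camera adjusted p = 9.67e-19, adjusted p = 0.139 with an estimated correlation). Of 16 contractile genes 13 fell, with Acta2 (-1.70) and Tagln (-1.16), and of 10 mural genes 8 fell, while Rgs5 (-0.12) did not pass, nor did Mcam (-0.57), which passed in 4 alternatives, among them the one without 4 weeks (-0.84) (camera adjusted p = 6.33e-11 and 1.99e-12, adjusted p = 0.133 for each with an estimated correlation). Macrophage genes such as C1qa (-3.52) and C1qb (-3.43) made up 16 falls of 17, and Lyz2 (-0.09) did not pass (camera adjusted p = 2.24e-21, adjusted p = 0.133 with an estimated correlation). Adjusted over each list alone, the counts were 1 rise and 23 falls for matrix, 26 and 3 for pan-endothelial, 0 and 13 for contractile, 0 and 9 for mural and 0 and 16 for macrophage genes. Camera called 16 of the 22 lists, and only the matrix list passed with an estimated correlation.

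SEG cells without a detected construct, taken as sums, still differed from GFP cells in endothelial genes and carried smooth muscle genes. The sums pool cells of all clusters, so these genes need not rise in the same cells. After thinning, 0.282% of mural-like SEG cells had RNA of both Cdh5 and Pecam1. Among construct-negative SEG cells the share was 2.41% at Day 3 and 13.3% at 4 weeks. Emcn rose by 4.02 (SE 0.26, adjusted p = 0.000437), Myh11 by 3.75 (SE 0.44, adjusted p = 0.00235), the mural and endothelial adhesion gene Mcam by 3.67 (SE 0.24), Cdh5 by 3.66 (SE 0.29) and Myct1 by 3.64 (SE 0.26). Slc38a5 (-2.77, SE 0.23), Ly6a (-2.52, SE 0.25), Spon1 (-2.45, SE 0.21), Gas1 (-2.37, SE 0.19) and Efemp1 (-2.35, SE 0.28) fell the most. Tcf21 (-1.68, SE 0.12) also fell, while Thy1 (0.34) and Elk3 (0.30) did not pass. Of 15209 genes tested, 1470 rose and 1705 fell (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and the total of 3175 was 1924 without Day 7 and 1696 without 2 weeks. Undetected construct and effects of neighbouring cells are not separated by this comparison.

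Contractile and mural genes rose in these construct-negative cells as groups. Of 16 contractile genes 9 rose, with Acta2 (1.68) and Tagln (1.27), 1 fell and 6 did not pass, with Ccn2 (-0.09) and Ankrd1 (0.53) (camera adjusted p = 2.04e-05, adjusted p = 0.457 with an estimated correlation). The Tagln call was lost without Day 7 (1.06). Of 10 mural genes 7 rose, with Notch3 (2.13) and Mcam, and 3 did not pass, with Des (-0.01) and Ndufa4l2 (0.96, and 1.29 past the threshold without Day 3) (camera adjusted p = 1.11e-09, adjusted p = 0.129 with an estimated correlation). Of 32 pan-endothelial genes 24 rose, with Ecscr (2.40), 2 fell, with Eng (-0.48), and 6 did not pass, with Ets1 (-0.29) (camera adjusted p = 2.64e-36, adjusted p = 0.0463 with an estimated correlation), and the Eng call was lost without 2 weeks (-0.48). Of 22 interferon genes 21 again fell, with Ifi27l2a (-1.16) and Isg15 (-0.75), and the Isg15 call was lost without 2 weeks (-0.75) (camera adjusted p = 2.39e-21, adjusted p = 0.253 with an estimated correlation). Adjusted over each list alone, 11 rose and 1 fell for contractile, 8 and 0 for mural, 26 and 4 for pan-endothelial and 0 and 21 for interferon genes. Camera called 10 of the 22 lists, and only the pan-endothelial list passed with an estimated correlation. The plot of mural and contractile genes sets both construct comparisons beside each other.

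**Figure D3:**
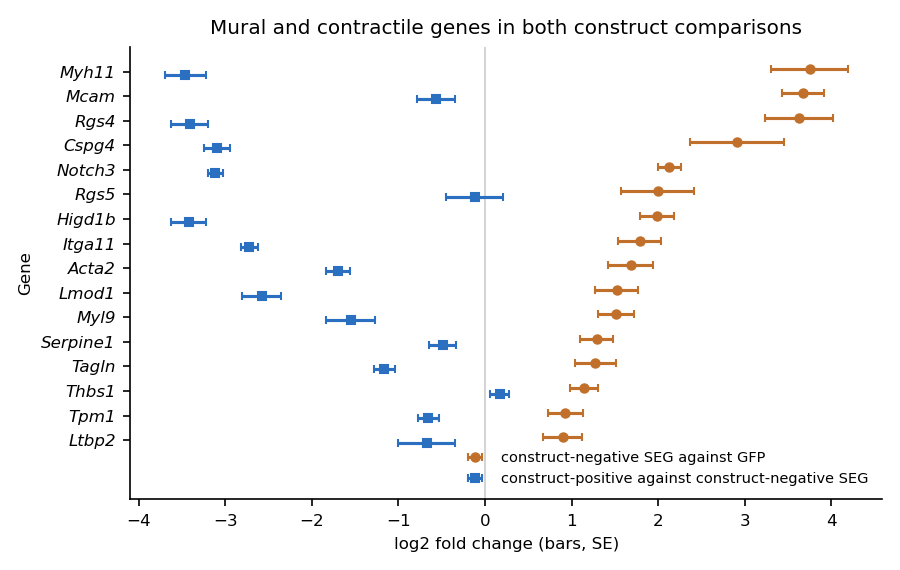
Log2 fold changes with bars of 1 SE for the 16 mural and contractile genes that rose in construct-negative SEG cells over GFP cells, shown for that comparison and for construct-positive over construct-negative SEG cells. Of these 16 genes, 15 were lower in construct-positive cells, as with Myh11 at 3.75 and -3.46.

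Proliferation genes stood lower at later time points in both conditions, which was not tested, and few of them differed between SEG and GFP. The summed S phase genes went from 1011 CPM at Day 3 to 465 at 4 weeks in GFP and from 890 to 389 in SEG, and the G2M genes from 3036 to 1017 in GFP and from 2750 to 972 in SEG. The mean log2 ratio of SEG to GFP was -0.18 (SD 0.06, n = 4) for S phase and -0.01 (SD 0.12, n = 4) for G2M genes. Cdk1 stood at 80.1, 59.98, 15.04 and 9.74 CPM in GFP and at 72.4, 64.9, 18.7 and 11.3 in SEG.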

Values the study reported

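The study reported 19,939 cells for its analysis of these samples. It described 14 clusters, of which 6 were linked to control and 6 to SEG samples. In 4 of the clusters it found high expression of the reprogramming factors and of endothelial genes.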

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

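The tests that use RNA of both sexes in this part, on mural-like cells and on the cluster with endothelial and fibroblast RNA, and the test of free RNA between SEG cells of the same suspension were chosen only after the result was seen.

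Cdk1, Hpgd and Nr2f2 pointed in opposite directions at different time points. The log2 ratio of Cdk1 CPM, SEG over GFP, was -0.15 at Day 3, 0.11 at Day 7, 0.31 at 2 weeks and 0.21 at 4 weeks, where the counting intervals overlapped. Hpgd, which encodes a prostaglandin dehydrogenase, had ratios of 1.03 at Day 3, 1.503 at Day 7, -0.28 at 2 weeks and -1.08 at 4 weeks. Nr2f2, a venous transcription factor, had ratios of 1.02 at Day 3, 0.33 at Day 7, -0.20 at 2 weeks and -0.42 at 4 weeks. None of the 3 genes passed the slope test (edgeR quasi-likelihood test), and the differences between single time points were not tested.

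Cells without a called oligo, which entered no comparison, carried RNA of the construct above the level of GFP cells. Sox17 or Erg was detected in 6.54% of them at Day 3, 10.4% at Day 7, 15.5% at 2 weeks and 26.1% at 4 weeks, against 2.55%, 3.11%, 3.06% and 4.68% of GFP cells. RNA of the virus, RNA of the cells' own Sox17 and Erg genes and doublets were not separated in these cells, and how many of them are SEG cells was not estimated. Median depth was 21733, 20193.5, 16777.5 and 16600 UMIs in the unassigned cells and 23809, 23273, 18658 and 16221 in GFP cells.

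Of the mural and contractile genes, 16 rose in construct-negative SEG cells. Of these, 15 were lower in construct-positive SEG cells, 12 of them past the threshold (median log2 -1.63, quartiles -3.10 to -0.63). The 16 genes were chosen on the same construct-negative sums. Since both kinds of cell shared a suspension and differed by at most 0.47 in log2 median depth, the lower levels argue against free RNA as the only source. Undetected construct stays open, since the cells' own Sox17 and Erg RNA also sets the split. Mural-like cells with undetected virus would count as construct-negative. Among mural-like cells of the 3 libraries with animals of both sexes, 10.8% (exact binomial 95% interval 9.04 to 12.9) had both Xist and Y-linked RNA, against 26.2% (21.8 to 30.9) of cells positive for oligos of both conditions, which argues against all mural-like cells being doublets. Doublets in part stay open, since mural-like cells had 1.05 to 1.37 times the median UMIs of other SEG cells, and free RNA may add a part, since the Myh11 and Notch3 CPM of macrophage-like cells reached 0.197 and 0.204 of those in construct-negative SEG cells. Notch targets rose as a list in construct-negative SEG cells (4 of 6 tested, with Hey2 at 2.22 and Heyl at 2.68, while Dtx4 fell at -0.51 and Hes1, the most abundant member, did not pass at -0.30, camera p = 7.05e-06, p = 0.0288 with an estimated correlation), while TGF-beta targets had no call (p = 0.312). Notch signalling from neighbouring iECs may therefore contribute as a hypothesis, but Hey1 and Hey2 are also arterial genes and the origin of the mural-like cells was not tested.

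GFP cells carried RNA of Cdh5, Pecam1, Tie1, Gja5 and Egfl7. The 71 GFP cells that lay in endothelial-like clusters, 51 of them at 4 weeks, held 30.7% of the Cdh5 UMIs of GFP cells, and SEG cells with a GFP oligo and endothelial cells of the culture cannot be told apart there because both would join those clusters, although the THY1 sort in the study's methods for adult fibroblasts selects against endothelial cells. Outside those clusters, the CPM of the 5 genes in GFP cells relative to barcodes of at most 100 UMIs lay between 0.0926 for Tie1 and 0.135 for Egfl7, a spread of 1.45 times, which is consistent with free RNA, although doublets and SEG cells with a GFP oligo would keep the same ratios. These ratios were summed over the time points, so the higher Cdh5 and Pecam1 levels of GFP cells at 2 weeks and 4 weeks stay open. With conditions from oligo shares 0.30% of GFP cells at 4 weeks (exact binomial 95% interval 0.00760 to 1.66, 1 of 333 cells) had RNA of both Cdh5 and Pecam1 after thinning, against 2.46% (1.69 to 3.45). With conditions from scaled oligo counts it was 2.55% (1.90 to 3.35, 50 of 1962 cells). These rules differ, so whether part of the share follows the assignment of oligos stays open.

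The cluster with both endothelial and fibroblast RNA held 628 cells, 82.3% of them SEG, at 359 CPM of Cdh5 and 991 CPM of Col1a1. Xist and Y-linked RNA were found together in 46.8% of its cells in the libraries of both sexes (41.8 to 51.9), against 8.87% of the cells outside it, which is consistent with many of these cells being doublets. Cells between the fibroblast and endothelial states may be present as well, and no test here separates them from doublets of the same sex.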

How the results depend on the processing

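The alternatives that took conditions from scaled oligo counts, left out the highest 10% of Scrublet scores or left out cells with RNA of both sexes were chosen only after the result was seen. These 3 gave 6093, 5717 and 5837 genes changed between SEG and GFP, beside 5854 in the report. The count was 5836 with DESeq2 size factors, 6158 with the DESeq2 Wald test, 5844 with no filter (which moved the median log2 of all genes from 0.00 to 0.11), 4300 without the time block, 5918 at 2000 UMIs, 5795 under 10% mitochondrial UMIs, 6143 from oligo shares, 5857 with the Scrublet threshold, 6608 without clusters of other types and 8657 with sums per oligo. It was 3563 after thinning each cell to 2000 UMIs, where 11513 genes could be tested and 3312 of the 5854 calls were shared. Leaving out a time point gave 3803 (without 2 weeks) to 5145 genes (without 4 weeks), with fewer sums. Calls with the opposite sign numbered 4 without clusters of other types and 0 elsewhere. The Scrublet threshold marked only 3 to 5 cells per library, so its count does not test doublets. The fit of sums per oligo had 11 residual degrees of freedom. It treats the oligos of a condition as replicates, although they may mark cells of 1 pool.

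Genes whose difference follows time depended on the tool. In place of 1 gene there were 0 with DESeq2 size factors in edgeR (3353 at an unadjusted p under 0.05 with TMM), 917 with the DESeq2 Wald test and 564 with no filter. Leaving out a time point gave 80 (without 4 weeks) to 2403 genes (without Day 7), with 249 without 2 weeks and 471 without Day 3. The cause was not tested.

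For construct-positive against construct-negative SEG cells the count of 8233 stayed between 6030 and 8475. For construct-negative SEG against GFP cells the count of 3175 stayed between 3164 and 3504 with another tool, size factor or filter, and leaving out a time point gave 1696 (without 2 weeks) to 2757 (without Day 3), with 1924 without Day 7.

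Of the 9 lists that camera called between SEG and GFP, 0 passed with an estimated correlation, where 6 of 22 had an unadjusted p under 0.05, and fry called 13. Fry alone called S phase, hypoxia, endoderm and endothelial-to-mesenchymal transition genes.

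Of 738 values of named genes between SEG and GFP under the alternatives, 723 kept direction and side of the threshold, 14 lost and 1 gained a call. Thy1 lost its call in 8 and had its largest fall without the clusters of other types (log2 -1.30). Flt4 lost its call without the block and after thinning, Tek, Vwf and Slc38a5 without the block, and Fli1 without 2 weeks. Of 878 such values for the construct, 24 lost a call, 22 gained a call and 2 reversed. Vwf, a rise of 0.57, had -0.012 at 3 or more construct UMIs, and Ttn, which had not passed at -0.18, ranged from -0.80 without 4 weeks to 1.28 without Day 7. The cause was not tested. Of 749 for the construct-negative cells, 48 lost and 35 gained a call.

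The difference in the share of cells with Cdh5 and Pecam1, 12.0 points in the report, was 47.8 without thinning, 26.6 after thinning to 5000 and 5.46 after thinning to 1000 UMIs, 46.5 for either gene and 3.195 for 2 UMIs of both, so its size depends on depth and threshold, and 7.97 (without 4 weeks) to 14.5 (without Day 3). The difference in endothelial-like share, 63.0 points, was 41.5 at resolution 1.0 and 55.8 with 1000 variable genes.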

Other observations

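The tests in this part on other splits of the sums were chosen before the result was seen, and the values of sex-linked RNA were looked at only after the data were seen.

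Other splits of the same 8 sums did not call genes as the conditions did. For SEG against GFP, 1 of the 32 splits that could be fitted with the time block, the real one, called 5854 genes, and the highest other called 0. For the construct it was again 1 of 32, with 8233 genes against 0, and for construct-negative SEG against GFP cells 1 of 32, with 3175 genes against 1. Of the 32 splits, 8 part all 4 pairs, and among these the real split alone reached its count, but 8 are too few for a share under 0.05. In the other splits the difference between the real groups also stays wholly or in part in the residual. Their low counts therefore do not test how many of the real calls are false. Of the 24 orders of the 4 time points, 2 called at least 1 gene, the real order with 1 and its reverse, which is nearly the same fit with the sign turned, with 2. With such mirrors the orders are too few for a share under 0.05.

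The matrices held 7571676 barcodes, of which 28248 were left by the UMI threshold and the filters on genes and mitochondrial UMIs, and 15832 of these had a condition. Unassigned cells made up 49.6% at Day 3, 45.8% at Day 7, 37.3% at 2 weeks and 34.9% at 4 weeks. With scaled oligo counts 21825 cells had a condition. With the oligo share rule 14739 had one, but split differently, with 4004 GFP and 352 SEG cells at Day 3, against 1649 and 1930 with the mixtures, and 333 GFP cells at 4 weeks, against 1303.

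The oligos of a condition marked unequal numbers of cells. Oligo 301 marked 1597, 956, 610 and 1024 GFP cells over time and oligo 302 marked 50, 262, 391 and 271. The lowest count called positive was 1393, 524, 401 and 569 for oligo 301 and 5200, 1917, 1464 and 1766 for oligo 302. For oligo 302 the upper component of the mixture had a mean of 3.06, 2.62, 2.74 and 2.77 in log10 counts. These means lay below its lowest positive count at every time point. For oligo 301 the means were 3.37, 2.83, 3.02 and 3.11, above its lowest positive count. Cells at the upper mean were therefore not called for oligo 302, and how many GFP cells this left unassigned was not tested. Oligo 303 marked 1027, 1017, 1298 and 742 SEG cells and oligo 304 marked 877, 1841, 1486 and 2156.

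Sex-linked RNA differed between libraries, which was not tested. Xist RNA was found in 71.6% of GFP and 75.3% of SEG cells at Day 3, in 0% and 0.0688% at Day 7, in 44.6% and 50.6% at 2 weeks and in 45.4% and 44.5% at 4 weeks. These shares were not thinned, and at 2 weeks Xist stood at 155 CPM in GFP and 154 in SEG, at median depths of 18658 and 30662 UMIs. Y-linked RNA was found in 25.8% and 24.97% at Day 3 and in 92.6% and 94.8% at Day 7, 54.0% and 55.7% at 2 weeks and 53.7% and 54.7% at 4 weeks. The Day 7 library thus lacked the female cells that the others held, and these values do not show whether the other libraries share animals.

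Without detected construct, 2.41% of SEG cells at Day 3, 2.99% at Day 7, 5.97% at 2 weeks and 13.3% at 4 weeks had RNA of both Cdh5 and Pecam1 after thinning, against 6.22%, 9.71%, 19.2% and 39.1% of construct-positive cells. In mural-like SEG cells the share was 0.282%.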
